A study of Mus musculus with 48 samples.

How the data were processed

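RNA-seq and ribosome footprint libraries were made from 24 Ba/F3 clones, 3 for each of 8 genotypes. Per the labels, cells grew in medium with 10% serum and 1 ng/ml interleukin 3 and were treated with 0.1 mg/ml cycloheximide for 1 min before harvest. Each lysate was divided, 1 part for poly(A)-selected directional RNA-seq and the other for RNase I digestion, gel selection of footprints of 28 to 30 nt and a small RNA library depleted of ribosomal RNA.

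The authors deposited a single table for all libraries, whose values are in another unit than whole read counts: estimated counts per Ensembl gene with decimal fractions, not normalized. This reading rests on the values, which are not negative, mostly whole and sum to totals that differ between libraries, and on the title of the table. The labels do not state the aligner or quantifier, the genome build, the annotation, the feature counted (whole transcript or coding sequence) or the handling of reads that map to several places. The table holds 55487 genes with 0 duplicate identifiers, and all 48 columns were matched to a library through the column names that the labels give. Symbols were in the table for 32115 genes and came from a table of gene names for 23112 more, while 260 genes had none. A further 191 identifiers repeated a symbol that another identifier already held. Biotypes and the order of neighbouring genes came from a RefSeq table of assembly GRCm38.p6, and no coordinates are given because the build behind the counts is not stated. At the footprint level 1670 of the 16214 genes tested carry a pseudogene biotype, against 295 of 12814 in RNA, and how reads shared with the parent genes were assigned is not stated.

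Genes were tested with limma voom (limma 3.58.1, statmod 1.5.0, R 4.3.3, tables read with data.table, version 1.17.8) on the counts without rounding. The planned quasi-likelihood count test was replaced by limma voom because an automatic reading of the table, which uses semicolons and decimal commas, did not recognise its values as counts. Count models were available and were not used on a unit that had not passed that reading. The test was therefore not the one fixed in advance, while the comparisons, groups, filter, scaling and thresholds were. A gene was kept when it had the equivalent of at least 10 counts, scaled to the median library, in at least 3 libraries and at least 15 counts in total. The kept genes held 99.97% of all counts at each level. Library sizes were scaled by trimmed means of M values (TMM), computed by own code with trims of 30% on log ratios and 5% on abundance, which gave factors of 0.913 to 1.061 in RNA and 0.877 to 1.079 in footprints. All 24 libraries of an assay entered 1 fit with a mean per genotype, and variances were moderated with a robust prior. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Each level had 9 comparisons: 7 mutant genotypes against WT, Rpl22-/- against Rpl22+/- and Rps15 P131S against Rps15 H137Y. Translational efficiency was the interaction of assay and genotype in a fit to all 48 libraries with 16 groups, scaled within each assay. Values per clone are CPM on TMM-scaled library sizes. An effect is a log2 change with its standard error (SE), and spreads are standard deviations (SD) over 3 clones. With 3 clones against 3, an exact permutation test of a single gene cannot go below 0.1, so adjusted p-values here rest on the spread shared across genes.

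Each clone number occurs in both assays. Whether the RNA and footprint library of equal number belong to the same clone was checked by correlating deviations from the genotype mean over 9526 genes. All 24 same-clone correlations were above 0.1 (0.184 to 0.629), and those between different clones of a genotype were between -0.541 and 0.058. The fit used one mean per group without a clone term, as fixed in advance, and a fit with the clone as a block was among the alternatives.

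Gene lists for 8 families were written before the data were examined, as were the comparisons, the alternatives and the rule for naming genes. Ribosomal protein genes and targets of p53, ATF4 and cholesterol synthesis were listed by symbol, and mitochondrial ribosomal protein, general transcription machinery, zinc-finger protein and oxidative phosphorylation genes by name pattern. Of 43 symbols for ATF4 targets 35 were in the table, since some are older names of the same gene, and 36 p53 targets, 25 cholesterol genes and 79 ribosomal protein genes were all found. Camera with a preset correlation of 0.01 was the main test, with fry and camera with an estimated correlation beside it, adjusted over the 56 tests of a level. Cholesterol synthesis genes were called by camera and fry at the footprint level in H137Y only (24 genes, median log2 change 0.33, camera adjusted p 1.72e-05, fry 0.0115). Mitochondrial ribosomal protein genes had a median of 0.23 in P131S RNA (camera adjusted p 1.5e-08, fry 0.00168). A list of ubiquitin ligase genes and a list of abundant neutrophil transcripts were added after the data were seen and serve only in the closing observations.

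Named genes were the edited genes and the paralogs Rpl22l1 and Rpl10l, then Psph, Bcl2, Cdkn1a, Mdm2 and Mdm4, and genes picked by rule. The rule took, for each comparison and level, up to 3 genes higher and up to 3 lower with the largest log2 change among those past the threshold, with a mean of at least 5 CPM, a symbol that is not that of a predicted gene, and all 3 clones of 1 group above all 3 of the other. For the Rps15 pair it added up to 5 genes called the same way in both genotypes and in no other. Genes whose reference libraries were all at 0 are left out, and 1 further gene is not reported here. Rpl10l had 0 counts in the RNA libraries.

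The similarity of the Rps15 genotypes was measured by Pearson correlation of log2 changes across genes and by overlap of calls, beside 20 simulated panels in which no genotype differs from WT but all share the WT libraries. Alternatives were median-of-ratios scaling, no count filter, only the 2 groups compared, leaving out each clone, the clone as a block, limma on per-clone log ratios with a prior count of 2, Spearman correlation, genes of at least 10 CPM only, and, chosen after seeing the data, limma-trend and a set test with the clone as a block. Set tests without 1 mutant clone were chosen after seeing the data as well. Every comparison was also refitted under all 10 splits of its 6 clones. Libraries were thinned at random to about the smallest total of their assay, which left at least 13022591 counts in RNA and 15589675 in footprints, to test for effects of depth. Draws used the seed 1. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

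The method was tested on simulated data for Rps15 P131S against WT, with 200 genes changed. At the RNA-seq level 174 of 199 tested changed genes were recovered (87.4%) with 10 false calls among 12890 genes, at the footprint level 121 of 199 (60.8%) with 7 false calls among 16095, and in translational efficiency 97 of 200 (48.5%) with 6 false calls among 16658. Over the 7 comparisons without a change, 3, 1 and 2 genes were called at the respective levels. Of simulated changes of at least 2-fold, 91%, 76.5% and 62.4% were recovered, so changes in efficiency were missed more often than changes in RNA.

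Libraries of a group were compared only to look for one deposited more than once: the ratio of chi-square to degrees of freedom was at least 6.08 in every pair, so each was counted as a sample of its own. Codon usage, read positions, gene length and GC content are not analysed here, because the table holds 1 value per gene and no genome sequence was used.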

Results

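The series compared ribosomal protein defects within 1 cell line at the level of messenger RNA and at the level of translation. The cells were Ba/F3, a mouse pro-B cell line that needs interleukin 3 to grow. The mutant clones came from CRISPR-Cas9 editing, and the 8 genotypes were WT, heterozygous loss of Rpl5 (Rpl5+/-), of Rpl11 (Rpl11+/-) or of Rpl22 (Rpl22+/-), homozygous loss of Rpl22 (Rpl22-/-), and the point mutations Rpl10 R98S, Rps15 P131S and Rps15 H137Y. The labels write Rpl10 R98S and Rps15 H137Y as present on both alleles. For Rps15 P131S the footprint labels do so too, while the RNA-seq labels of the same clone numbers name the mutation once. The title of the series names the Rps15 mutations as ones found in chronic lymphocytic leukaemia and concerns their effect on translation and transcription. Every genotype had 3 clones, and every clone gave 1 poly(A)-selected RNA-seq library and 1 ribosome footprint library, which makes 24 libraries per assay and 48 in all. A footprint is the stretch of messenger RNA that a ribosome shields from nuclease, here 28 to 30 nt long, and the number of footprints on a gene relative to its RNA is called its translational efficiency.

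The RNA-seq libraries held 13029073 to 38258559 counts each. Their totals were 25317713 to 27470910 in WT, 14354095 to 22101976 in Rpl5+/-, 27100037 to 28133716 in Rpl11+/-, 26903078 to 33414392 in Rpl22+/- and 13029073 to 35141862 in Rpl22-/-. They were 15128729 to 38258559 in Rpl10 R98S, 26532879 to 32750439 in Rps15 P131S and 26200445 to 34760822 in Rps15 H137Y. The footprint libraries held 15598994 to 72044439 counts. Footprint totals were 46806204 to 71443928 in WT, 36144672 to 68866154 in Rpl5+/-, 44067135 to 49141769 in Rpl11+/-, 15598994 to 43381758 in Rpl22+/- and 50758476 to 72044439 in Rpl22-/-. They were 49326207 to 54130337 in Rpl10 R98S, 47265211 to 55389029 in Rps15 P131S and 26663087 to 61149784 in Rps15 H137Y. The 10 most abundant genes held 6.02% to 9.13% of the counts of an RNA-seq library, with the highest share in Rps15 H137Y clone 6, and 6.68% to 8.42% of those of a footprint library. The labels give no sequencing batch or date.

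In a principal component analysis of log2 CPM (counts scaled to a common library total), the first component held 37.9% of the variance of the RNA-seq libraries and parted the Rps15 clones from the rest. The 6 Rps15 clones lay between 21.6 and 39.8 on it, and the 18 other clones between -20.4 and 0.1. The second component held 11.4% and parted the Rps15 genotypes, with P131S clones at 8.2 to 23.3 and H137Y clones at -20.6 to -16.7. In the footprint libraries the first component held 23.7%, with Rps15 clones at 28 to 46.8 and the others at -23 to 1. The second component there held 14%, and Rpl22+/- clone 60, the footprint library with the fewest counts, lay apart at 60.5. Clones of the same genotype differed by a median SD of 0.064 log2 CPM per gene in WT RNA and by 0.067 in Rpl10 R98S, against 0.126 in Rpl11+/-, 0.138 in Rps15 P131S and 0.14 in Rps15 H137Y. In footprints this spread ran from 0.138 in Rpl22-/- to 0.211 in Rps15 H137Y, with 0.155 in WT.

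**Figure D1:**
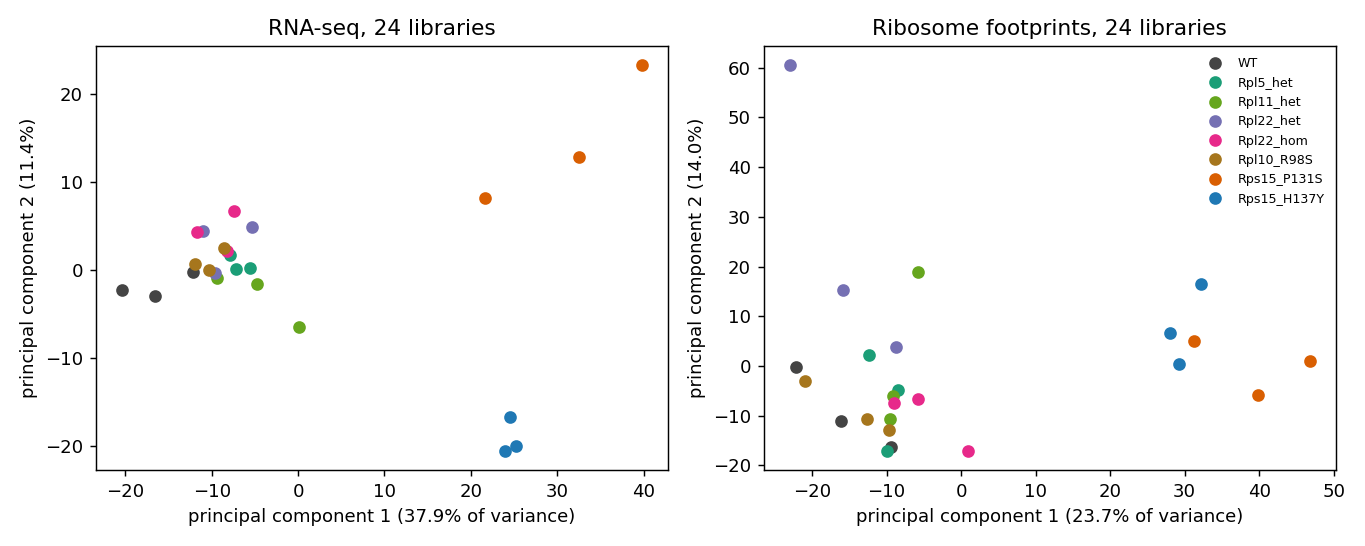
Each point is 1 library placed on the first and second principal component of log2 CPM, with RNA-seq on the left and footprints on the right, coloured by genotype (3 clones each). On the first component the Rps15 clones lie between 21.6 and 39.8 in RNA-seq and between 28 and 46.8 in footprints, above every other clone.

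The edited genes were read first, as a check on the genotypes. Rpl5 (ENSMUSG00000058558) RNA was at 1556 ± 28.8 CPM (SD, n = 3) in Rpl5+/- and at 2316 ± 29.2 in WT, a log2 change of -0.57 (SE 0.05, adjusted p 3.3e-06), or 67.2% of WT. Its footprints were at 293 ± 25.3 against 525 ± 34.2 CPM, or 55.8% of WT (log2 change -0.84, SE 0.12, adjusted p 0.00962), a call that 4 of the 6 fits leaving out 1 clone did not make, although the change stayed between -0.91 and -0.78. Rpl11 (ENSMUSG00000059291) RNA was at 1074 ± 71.5 CPM in Rpl11+/- and 1674 ± 10.9 in WT, 64.1% of WT (log2 change -0.64, SE 0.05, adjusted p 7.75e-07). Its footprints were at 72.4% of WT (log2 change -0.47, SE 0.13), which did not pass the threshold (adjusted p 0.127). The 3 mutant clones were below all 3 WT clones in each of these 4 comparisons. Rpl10 (ENSMUSG00000008682) RNA did not differ between Rpl10 R98S and WT (1817 against 1942 CPM, log2 change -0.10, adjusted p 0.255). Its footprint value was only 3.48 CPM in the mutant and 3.53 in WT, beside an RNA level near that of other ribosomal proteins, so footprints of this gene were not readable from the table.

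Rps15 (ENSMUSG00000063457) RNA varied between clones of both Rps15 genotypes more than it varied in WT, where it lay between 1432 and 1455 CPM. Clones 24, 63 and 20 of P131S had 907, 1825 and 1935 CPM, and clones 16, 6 and 2 of H137Y had 1829, 817 and 875 CPM. Clone 24 of P131S and clones 6 and 2 of H137Y thus lay below every WT clone, and clones 63, 20 and 16 above. Each Rps15 genotype mixed clones of both levels, in unequal numbers. Whether the Rps15 level of a clone affects its other changes was not tested. Neither mean passed the threshold with all clones. The log2 change was 0.03 in P131S (SE 0.25, adjusted p 0.933), with a sign that turned to -0.12 without clone 63 and to -0.17 without clone 20, and -0.40 in H137Y (SE 0.25, adjusted p 0.22), which passed the threshold without clone 16 (-0.77).

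Rpl22 (ENSMUSG00000028936) RNA was at 683 ± 25.7 CPM in Rpl22+/- (72% of WT, log2 change -0.47, SE 0.10, adjusted p 0.00946), at 632.5 ± 112 CPM in Rpl22-/- (66.7% of WT, log2 change -0.60, SE 0.11, adjusted p 0.00134) and at 948 ± 17.4 CPM in WT, with all 3 clones of each mutant below all 3 WT clones. Rpl22 footprints were at 2550 ± 219 CPM in WT, 1497 ± 88.2 in Rpl22+/- and 712 ± 721 in Rpl22-/-. The change passed the threshold in Rpl22-/- (log2 change -2.30, SE 0.39, adjusted p 0.0154) and not in Rpl22+/- (log2 change -0.76, SE 0.39, adjusted p 0.442). One clone made the spread of the homozygous group. Clones 649 and 776 had 274 and 317 CPM, while clone 30 had 1544 CPM, within the range of 1428 to 1596 CPM in the heterozygous clones and below the 2351 to 2784 CPM in WT. Without clone 30 the log2 change was -3.11, and the footprint call was lost when any of the other 5 clones of the comparison was left out. The paralog Rpl22l1 (ENSMUSG00000039221) had 713 to 813 CPM of RNA in the 3 Rpl22-/- clones, 562 to 635 in the Rpl22+/- clones and 591 to 635 in WT.

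**Figure D2:**
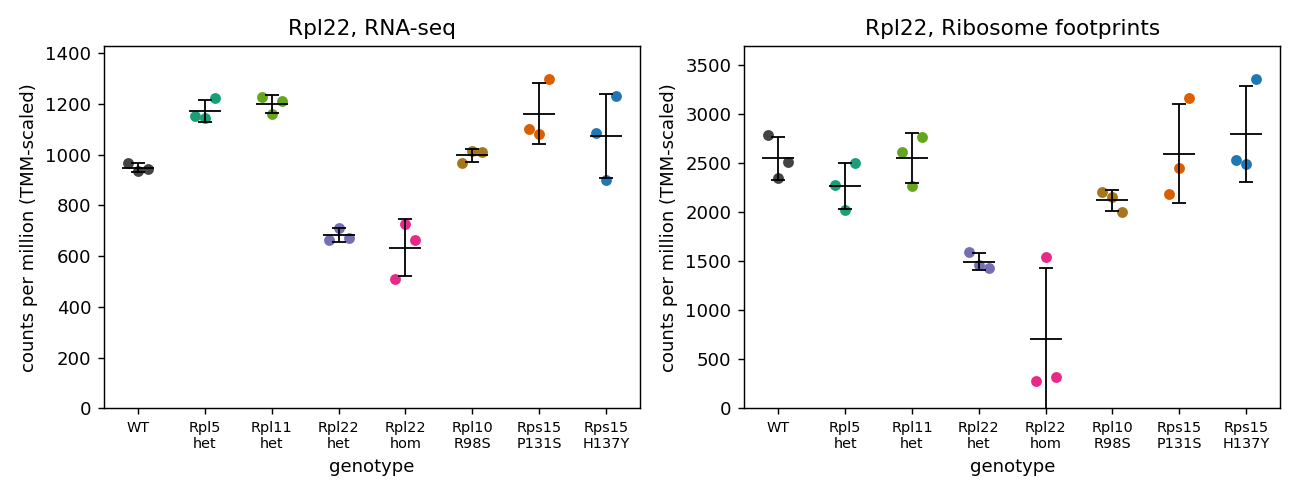
Rpl22 in every clone as CPM, in RNA-seq on the left and footprints on the right, where points are clones, bars are means and whiskers are the SD of 3 clones. In footprints, Rpl22-/- clone 30 is at 1544 CPM beside 274 and 317 CPM in the other 2 clones, so that the whisker of that group reaches below 0.

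At the RNA-seq level, 12814 genes were tested, and each mutant genotype was compared with WT by limma voom at an adjusted p of 0.05. Rps15 P131S changed 6043 genes (2979 higher and 3064 lower, 47.2% of those tested) and Rps15 H137Y changed 5310 (2644 higher and 2666 lower, 41.4%). Rpl10 R98S changed 1711 genes (886 higher), Rpl11+/- 1596 (695 higher), Rpl22-/- 655 (166 higher), Rpl22+/- 555 (134 higher) and Rpl5+/- 115 (70 higher). The largest move as a ratio was in Rpl5+/-, from 115 to between 1 and 8 with 1 clone left out. Fitting only the 2 groups compared raised that count to 1857, and those of Rpl22+/- to 1225, Rpl22-/- to 1513 and Rpl10 R98S to 4299. It lowered those of Rpl11+/- to 801, P131S to 5263 and H137Y to 4127, so that Rpl11+/- came below Rpl5+/-. Changes of at least 2-fold were fewer: 1089 in P131S, 997 in H137Y, 148 in Rpl10 R98S, 140 in Rpl11+/-, 54 in Rpl22+/-, 51 in Rpl22-/- and 3 in Rpl5+/-. The Rps15 counts moved by less than 1.5 times when any 1 clone was left out (4957 to 5964 for P131S and 4360 to 5583 for H137Y). The other counts moved further in some of these fits. Those of Rpl22+/- (242 to 421), Rpl22-/- (305 to 411) and Rpl10 R98S (800 to 1266) fell whichever clone was left out. The range for Rpl5+/- holds for leaving out any of the 6 clones of the comparison. The count for Rpl11+/- fell to 672 without clone 22 and rose to 2286 without clone 414, that for Rpl22+/- fell to 242 without clone 16, that for Rpl22-/- to 305 without clone 30, and that for Rpl10 R98S to 800 without clone A30.

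**Figure D3:**
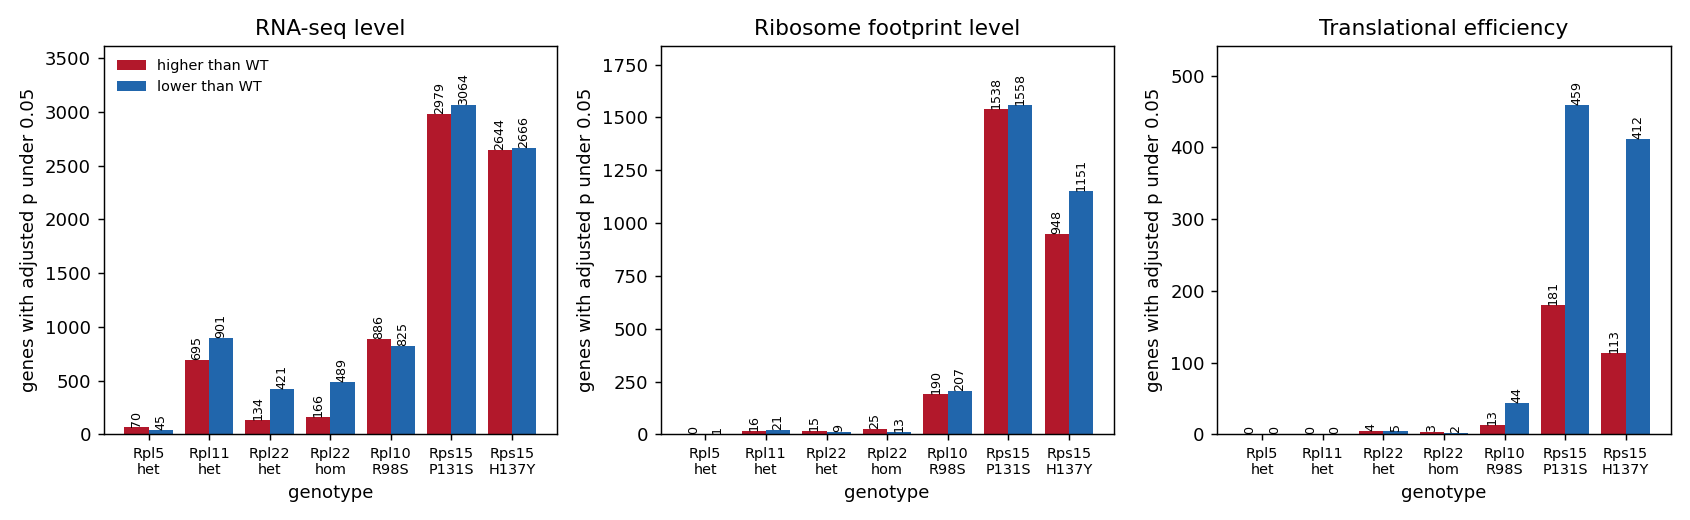
Genes called higher and lower than in WT at an adjusted p of 0.05 for the 7 mutant genotypes at the RNA-seq level, the footprint level and in translational efficiency (3 clones against 3 in each). Rps15 P131S has the most calls in each of the 3 panels, with 6043, 3096 and 640 genes, and Rps15 H137Y the next most, with 5310, 2099 and 525.

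Named genes below were chosen by a rule set in advance unless stated, and under it all 3 clones of 1 group lie above all 3 of the other, which chance gives for 10% of genes. In Rpl5+/-, Scamp5 (ENSMUSG00000040722) was lower, at 67.3 ± 2.52 against 142 ± 9.19 CPM (log2 change -1.08, SE 0.17, adjusted p 0.0127), and the call was lost in 5 of the 6 fits that left out 1 clone. Dusp2 (ENSMUSG00000027368) was higher (18.3 against 9.83 CPM, log2 change 0.92, SE 0.21, adjusted p 0.0428), and this call was lost in all 6 such fits and without the count filter. Socs1 (ENSMUSG00000038037), an inhibitor of cytokine signalling, was lower in 3 genotypes. Against 50.5 ± 3.1 CPM in WT it was at 14.9 ± 6.12 in Rpl11+/- (log2 change -1.84, adjusted p 0.00037), at 12.5 in Rpl22+/- (-2.01, adjusted p 0.000205) and at 10.1 in Rpl22-/- (-2.27, adjusted p 0.000174). In Rpl11+/-, Il16 (ENSMUSG00000001741) fell from 30.5 to 9.86 CPM (log2 change -1.81, adjusted p 0.000363). Fosl1 (ENSMUSG00000024912) rose from 6.35 to 18.5 CPM in Rpl22+/- (log2 change 1.55, adjusted p 0.000779), and Zfp296 (ENSMUSG00000011267) from 4.11 to 11.5 CPM in Rpl22-/- (log2 change 1.45, adjusted p 8.05e-05). In Rpl10 R98S, Ablim1 (ENSMUSG00000025085) was higher than the 7.87 ± 4.38 CPM of WT (log2 change 4.23, SE 0.87, adjusted p 0.00492) and Gsn (ENSMUSG00000026879) at 13.8 against 45 CPM (log2 change -1.74, SE 0.38, adjusted p 0.00658).

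Among the Rps15 clones, Dmpk (ENSMUSG00000030409) RNA was at 0.412 ± 0.466 CPM in P131S and 59.3 ± 17.9 CPM in WT (log2 change -7.63, SE 1.06, adjusted p 1.69e-05). Mamdc2 (ENSMUSG00000033207) was at 0.886 against 13 CPM in P131S (log2 change -3.91, SE 0.50, adjusted p 4.44e-06). In H137Y, Nupr1 (ENSMUSG00000030717) was at 1.67 against 47.7 CPM in WT (log2 change -4.89, SE 1.04, adjusted p 0.00123). Cstdc5 (ENSMUSG00000071561) was higher in both genotypes, at 573 ± 570 CPM in P131S and 410 ± 375 in H137Y against 7.51 ± 7.39 in WT (log2 changes 6.28 and 5.94, adjusted p 0.000495 and 0.000915). Ms4a3 (ENSMUSG00000024681) was higher in both as well, at 35.8 ± 18.3 and 45.1 ± 45.3 CPM against 0.658 ± 0.726 (log2 changes 6.53 and 6.50, adjusted p 0.0153 and 0.0179). The Ms4a3 calls were lost without WT clone 1 (log2 changes 6.78 and 6.75) and without WT clone 2 (7.57 and 7.53), and the one for H137Y also with only the 2 groups fitted (6.51).

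At the footprint level, 16214 genes were tested. Rps15 P131S changed 3096 genes (1538 higher and 1558 lower), Rps15 H137Y 2099 (948 higher), Rpl10 R98S 397 (190 higher), Rpl22-/- 38 (25 higher), Rpl11+/- 37 (16 higher), Rpl22+/- 24 (15 higher) and Rpl5+/- 1 gene, Rpl5 itself, which was lower. Leaving out 1 clone lowered the count for P131S to 1791 (clone 20) and for H137Y to 1172 (WT clone 1). It lowered the count for Rpl10 R98S to 66 (WT clone 1) and for Rpl22-/- to 9 (clone 30 or WT clone 2). For Rpl11+/- it gave 3 (without WT clone 2) to 266 genes (without clone 414), for Rpl22+/- 4 (without WT clone 1) to 42 (without clone 16), and for Rpl5+/- 0 (without clone 68, WT clone 1 or WT clone 2) to 3 (without WT clone 3). Of the 12072 genes tested at both levels, genes called at both levels moved in the same direction in 96.6% of 2151 cases in P131S, 96.2% of 1406 in H137Y, 97.1% of 172 in Rpl10 R98S and 100% of 28 in Rpl11+/-. Dusp2 footprints were higher in Rpl11+/- (26.1 ± 7.02 against 4.41 ± 0.759 CPM, log2 change 2.51, SE 0.28, adjusted p 0.00021). Csrnp1 (ENSMUSG00000032515) footprints were higher in Rpl22+/- (121.5 ± 9.75 against 42.3 ± 4.04 CPM, log2 change 1.52, SE 0.16, adjusted p 4.7e-05). Ddit4 (ENSMUSG00000020108) footprints were lower in Rpl22-/- (37.5 against 109 CPM, log2 change -1.52, SE 0.24, adjusted p 0.00556). Extl1 (ENSMUSG00000028838) footprints were lower in both Rps15 genotypes, at 0.586 CPM in P131S and 0.318 in H137Y against 14.4 in WT (log2 changes -4.83 and -5.83, adjusted p 0.000448 and 0.00163).

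Translational efficiency was tested in 16573 genes as the change in footprints beyond the change in RNA. P131S changed 640 genes (181 higher and 459 lower), H137Y 525 (113 higher and 412 lower) and Rpl10 R98S 57 (13 higher and 44 lower). Rpl22+/- changed 9 genes (4 higher) and Rpl22-/- 5 (3 higher). With limma voom no gene passed the threshold in Rpl5+/- or Rpl11+/-, where 430 and 652 genes had an unadjusted p under 0.05, and limma-trend called 1 and 0. A fit to per-clone log ratios called 1 and 0. With the clone as a block, which uses the pairing of RNA and footprints, the counts were 1043 in P131S (39.5% higher), 823 in H137Y (33.8% higher), 102 in Rpl10 R98S, 12 in Rpl22-/-, 6 in Rpl22+/- (all higher) and 0 in Rpl5+/- and Rpl11+/-. The smaller counts changed when 1 clone was left out. Rpl22+/- gave 148 genes without clone 16 and 0 without clone 13 or without clone 60. Rpl11+/- gave 5 without clone 414, and Rpl5+/- gave 2 without clone 80. Rpl22-/- gave 0 without clone 649, WT clone 2 or WT clone 3, and Rpl10 R98S gave 20 without WT clone 1. The counts of Rpl22-/- (0 to 2) and Rpl10 R98S (20 to 30) fell whichever clone was left out, so no single clone accounts for them. The larger counts fell to 213 in P131S without clone 20 and to 199 in H137Y without WT clone 2. Of the genes with lower efficiency that were tested at both levels, 208 of 442 in P131S were called higher in RNA and 266 were called lower in footprints. In H137Y these were 206 and 197 of 391, and in Rpl10 R98S 21 and 20 of 41.

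Lamtor1 (ENSMUSG00000030842) had a higher efficiency in P131S (log2 change 1.71, SE 0.22, adjusted p 6.91e-06), with footprints at 31.9 ± 9.13 against 7.09 ± 0.44 CPM. Rab1a (ENSMUSG00000020149) had a higher efficiency in H137Y (log2 change 1.34, SE 0.16, adjusted p 2.15e-06), with footprints at 287 against 145 CPM and RNA at 146 against 189 CPM. Arrdc3 (ENSMUSG00000074794) had a lower efficiency in both, by log2 changes of -1.99 in P131S (SE 0.38, adjusted p 0.00159) and -2.27 in H137Y (SE 0.42, adjusted p 0.00126). Its RNA was at 38.8 and 39 CPM against 14.9 in WT while its footprints were at 5.81 and 4.1 CPM against 8.17. The 5 genes called in Rpl22-/- were Ddx6 (ENSMUSG00000032097, log2 change 0.70, adjusted p 0.0116), Lamtor1 (1.13, adjusted p 0.0461), Mknk2 (ENSMUSG00000020190, -1.10, adjusted p 0.0461), Arpc2 (ENSMUSG00000006304, -0.59, adjusted p 0.0461) and 2810408I11Rik (ENSMUSG00000087213, 1.25, adjusted p 0.0461). The last was named after its values were seen because the list is short. Each of these 5 calls was lost in at least 4 of the 6 fits that left out 1 clone, with log2 changes between 0.61 and 0.76 for Ddx6, 1.08 and 1.17 for Lamtor1, -1.26 and -0.91 for Mknk2, -0.63 and -0.55 for Arpc2, and 1.17 and 1.35 for 2810408I11Rik. Ddx6 was called in Rpl22+/- too (0.58, adjusted p 0.0345), a call lost in 5 of 6 such fits, where the change stayed between 0.50 and 0.64.

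Memo1 (ENSMUSG00000058704) had the lowest p of any gene in translational efficiency in Rpl10 R98S. Its footprints were at 318 ± 17.3 CPM in Rpl10 R98S and 81.2 ± 3.09 in WT (log2 change 1.97, SE 0.12, adjusted p 1.71e-09), and its RNA at 79.9 ± 1.69 and 84.9 ± 6.17 CPM (log2 change -0.08, adjusted p 0.431). The change in efficiency was 2.03 (SE 0.14, adjusted p 6.86e-13) and stayed between 2.01 and 2.12 whichever clone was left out. The 3 Rpl10 R98S clones had 300 to 334 CPM of Memo1 footprints, and the 21 clones of the other genotypes had 66.45 to 144.6. Phf23 (ENSMUSG00000018572) also had a higher efficiency in Rpl10 R98S (log2 change 1.19, SE 0.14, adjusted p 2.21e-06), with footprints at 95.1 against 27.5 CPM and RNA at 61.3 against 41.1.

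**Figure D4:**
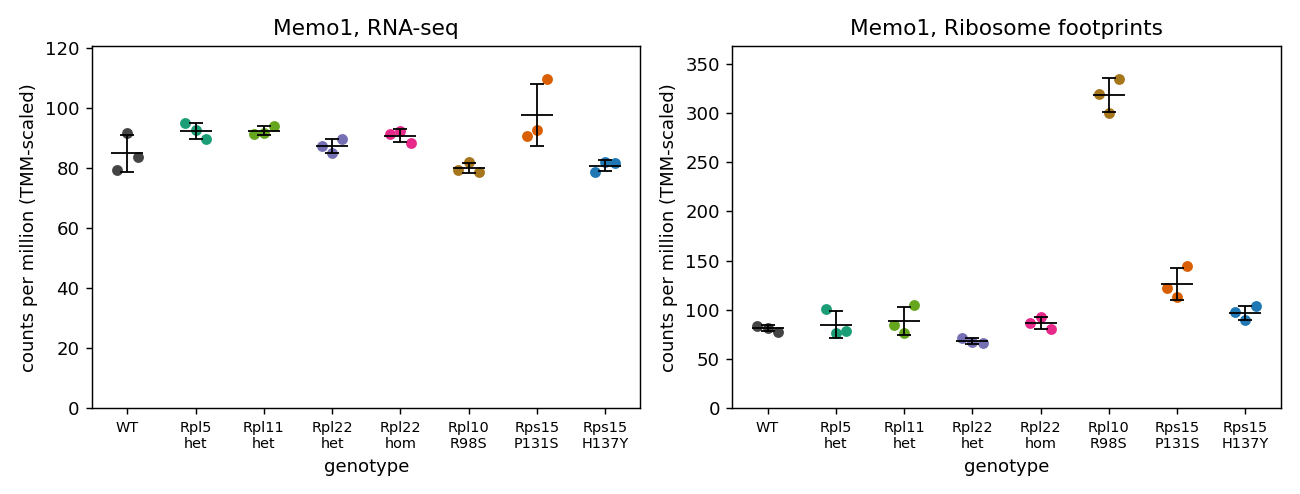
Memo1 in every clone as CPM, in RNA-seq on the left and footprints on the right, where points are clones, bars are means and whiskers are the SD of 3 clones. The Rpl10 R98S clones lie between 300 and 334 CPM in footprints, above the 66.45 to 144.6 CPM of all other clones, while RNA lies between 78.7 and 109.7 CPM in all clones.

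The homozygous and heterozygous loss of Rpl22 were compared directly, to ask what the second allele adds. No gene passed the threshold at the RNA-seq level with limma voom (512 had an unadjusted p under 0.05, and limma-trend called 1) or at the footprint level (1943 had an unadjusted p under 0.05, and limma-trend called 2). Leaving out any 1 Rpl22-/- clone gave 1 gene in RNA, and leaving out Rpl22+/- clone 16 gave 34 genes in footprints. In translational efficiency 2 genes passed, among them Zbtb39 (ENSMUSG00000044617, log2 change 4.07, SE 0.76, adjusted p 0.0377), which was named after its values were seen. This call rested on Rpl22+/- libraries with no footprint on the gene: clones 13 and 60 had 0 counts, while clone 16 had 45. It was lost with limma-trend, with the clone as a block, with per-clone log ratios and with only the 2 groups fitted, and in 5 of the 6 fits that left out 1 clone. The number of genes called was 142 without Rpl22+/- clone 16 and 0 without clone 13, clone 60 or Rpl22-/- clone 776. Rpl22l1 RNA was higher in Rpl22-/- than in Rpl22+/- by 0.38 on the log2 scale, with all 3 clones above all 3, and the difference did not pass the threshold over all genes (adjusted p 1).

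The Rps15 mutations were set beside each other to ask how far their effects coincide. Correlations here are across genes, which are not independent replicates, and both genotypes share the WT clones, which by itself gives a correlation. Across genes the log2 changes against WT correlated with Pearson's r of 0.72 in RNA (Spearman's rho 0.68), 0.60 in footprints (0.58) and 0.51 in translational efficiency (0.50). Simulated unchanged genotypes compared with shared WT libraries gave a mean r of 0.5 at each level over 20 simulated panels. The panels lay between 0.48 and 0.54 in RNA, 0.48 and 0.52 in footprints and 0.49 and 0.52 in efficiency. The observed r in efficiency lay within that last range. In efficiency rho lay above the 0.431 to 0.46 of the panels, and 70.1% of genes had the same sign, against 66% to 67.2%. However, the panels give all genotypes the same spread between clones, whereas WT clones varied less than Rps15 clones. The median SD was 0.064 in WT against 0.138 and 0.14 in RNA, and 0.155 against 0.205 and 0.211 in footprints. The panels can therefore overstate the r that the shared WT gives, and they do not decide whether r in efficiency exceeds it. The 20 other pairs of genotypes had r of 0.32 to 0.62 in RNA, 0.32 to 0.53 in footprints and 0.34 to 0.49 in efficiency. In RNA 3642 genes were called in both Rps15 genotypes, 3540 of them in the same direction (97.2%) and 102 in opposite directions. In footprints 1268 genes were called in both and 1255 in the same direction (99%), and in efficiency 223 genes, all in the same direction (37 higher and 186 lower). The overlaps by chance would be 2504.2, 400.8 and 20.3 genes. The simulated panels made at most 2 calls each, so they give no value for this overlap or for its direction. Genes shared by the other pairs of genotypes also had mostly the same direction, 92.5% to 100% of them in RNA and 82.4% to 100% in footprints where a pair shared any. Of the genes with the same direction in both, 1969 in RNA, 1099 in footprints and 208 in efficiency were called in none of the 5 other mutant genotypes.

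A direct test of P131S against H137Y called 3270 genes in RNA (1654 higher and 1616 lower in P131S), 653 in footprints (344 higher and 309 lower) and 98 in translational efficiency (61 higher and 37 lower). Of the 3270 genes, 102 had opposite calls against WT, 2161 were called in 1 of the genotypes only, 627 were called in both in the same direction and 380 in neither. The count in RNA stayed between 2282 and 3816 when 1 clone was left out and was 370 with only the 2 groups fitted. In footprints it fell to 332 without H137Y clone 2, to 333 without P131S clone 20 and to 408 without P131S clone 63. In efficiency it fell to 34 without P131S clone 20. The efficiency count was 208 with the clone as a block and 76 with per-clone log ratios, which both use the pairing of RNA and footprints. Gpr141 (ENSMUSG00000053101) RNA was at 88.4 ± 6.77 CPM in P131S, 13 ± 13.4 in H137Y and 116.5 ± 14.8 in WT. The difference between the mutations was 3.28 on the log2 scale (SE 0.49, adjusted p 0.000162) and that between H137Y and WT was -3.67 (SE 0.48, adjusted p 1.8e-05). Gpr141 footprints differed by 3.32 (SE 0.62, adjusted p 0.0052), a call lost with only the 2 groups fitted (3.30). Rhag (ENSMUSG00000023926) RNA was at 0.783 ± 0.71 CPM in P131S and 57.8 ± 17.7 in H137Y (log2 difference -6.61, SE 1.70, adjusted p 0.00927), a call lost without P131S clone 20 (-6.70). Fth1 (ENSMUSG00000024661) differed in translational efficiency by -1.17 (SE 0.17, adjusted p 0.000501), with footprints at 414 ± 58.7 CPM in P131S and 769 ± 88.3 in H137Y.

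Gene lists fixed in advance were tested with camera at a preset inter-gene correlation of 0.01, which makes 56 tests of list and genotype per level. In RNA 35 of the 56 passed an adjusted p of 0.05 (20 upward and 15 downward), of which 16 also passed in the rotation test fry and none with an estimated correlation (0 of 56 at each level). In footprints 32 passed, 17 of them also in fry, and in translational efficiency 10, of which 2 also in fry. The sign of the median log2 change was against the direction of the test in 0 of these calls.

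The 79 cytosolic ribosomal protein genes were higher in RNA in all 7 genotypes, which share the WT clones as their reference. The median log2 change was 0.32 in Rpl11+/- (camera adjusted p 1.55e-40, fry 9.11e-05), with 78 of 79 genes above 0. It was 0.28 in Rpl5+/- (3.39e-54, fry 0.000383), also with 78 above 0, 0.28 in P131S (1.06e-15, fry 0.000147), 0.27 in H137Y (1.38e-16, fry 0.000147), 0.17 in Rpl10 R98S (7.57e-15, fry 0.00894), 0.13 in Rpl22-/- (1.08e-14, fry 0.0494) and 0.05 in Rpl22+/- (0.00553), where fry did not pass (0.457). In Rpl5+/- 33 members were called higher and 1 lower, and 74 and 1 when adjusted over the list alone. In Rpl11+/- 65 were called higher and 1 lower, and 73 and 1 adjusted over the list alone. Members called higher in P131S were 68, and 72 adjusted over the list alone, and in H137Y 61 and 66. The member called lower in each heterozygote was the edited gene. With Rpl22+/- in place of WT as the reference, a comparison added after the values were seen, the medians were 0.28 in Rpl11+/-, 0.23 in Rpl5+/-, 0.24 in P131S, 0.23 in H137Y, 0.13 in Rpl10 R98S and 0.09 in Rpl22-/-, and with Rpl22-/- they were 0.20, 0.14, 0.15, 0.14 and 0.05 in the first 5 of these. In footprints against WT the list was called higher by camera and fry in P131S (0.31, fry 0.0121) and Rpl11+/- (0.28, fry 0.0218) and by camera alone in Rpl10 R98S (0.19), Rpl22+/- (0.10) and Rpl5+/- (0.08). It was not called in H137Y (0.07) or Rpl22-/- (0.03).

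Target genes of ATF4, a transcription factor of the amino acid response, were lower in RNA in Rpl11+/- (30 genes, median log2 change -0.51, camera adjusted p 6.04e-13, fry 0.0063), in P131S (-0.61, 4.73e-07, fry 0.00124) and in H137Y (-1.01, 5.76e-14, fry 6.69e-05). In H137Y 27 of the 30 were called lower, and 27 lower and 1 higher when adjusted over the list alone. In footprints (31 genes) the medians were -0.49 in Rpl11+/- (fry 0.0105), -0.42 in P131S (fry 0.0099) and -0.97 in H137Y (camera adjusted p 3.94e-20, fry 5.79e-05). Oxidative phosphorylation genes were higher in P131S RNA (81 genes, median 0.37, camera adjusted p 1.38e-16, fry 6.69e-05), where 69 were called higher and 71 adjusted over the list alone, while in H137Y RNA the median was -0.02 and no call was made. In footprints (82 genes) the same list was called higher in P131S (median 0.34, 1.11e-12, fry 2.32e-05), with 38 members higher and 1 lower, and 44 and 2 adjusted over the list alone. It was called higher in H137Y footprints too (0.12, 0.00243, fry 0.0295), with 14 members higher and 2 lower, and 16 and 3 adjusted over the list alone. In H137Y efficiency it was called higher by camera (0.12, 0.000396) and not by fry (0.484). General transcription machinery genes had a median of 0.26 in P131S RNA (77 genes, 2.91e-06, fry 6.88e-05), with 43 called higher and 5 lower, and 45 and 8 adjusted over the list alone. Target genes of p53 had a median of -0.33 in P131S RNA (30 genes, 0.00808, fry 0.00149), with 13 called lower and 1 higher, and 13 and 3 adjusted over the list alone.

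Zinc-finger protein genes, those named Zfp and a number, were lower in footprints in both Rps15 genotypes. The median log2 change over 326 genes was -0.71 in P131S (camera adjusted p 5.95e-11, fry 3.62e-05), with 86 called lower and 3 higher, and 101 and 4 adjusted over the list alone. It was -0.55 in H137Y (4.46e-09, fry 0.000217), with 64 lower and 4 higher, and 85 and 6 adjusted over the list alone. Camera and fry also called this list lower in footprints in Rpl22+/- (median -0.40), Rpl10 R98S (-0.29), Rpl11+/- (-0.23) and Rpl22-/- (-0.23). Members called lower there were 3, 16, 2 and 3, and differences between genotypes were not tested for lists. In RNA (318 genes) camera and fry called the list lower in P131S (median -0.25), Rpl22+/- (-0.17) and Rpl22-/- (-0.20). Camera alone called it lower in RNA in H137Y (-0.18) and Rpl11+/- (-0.13). In Rpl22-/- the footprint median was thus close to that in RNA, and the efficiency median was -0.02. In translational efficiency (330 genes) the median was -0.36 in P131S (4.59e-06, fry 0.0317), with 27 called lower and 2 higher, and 37 and 2 adjusted over the list alone. It was -0.40 in H137Y (1.34e-06, fry 0.0317), with 24 lower and 0 higher by limma voom, and 33 and 1 adjusted over the list alone, and 250 and 254 of the 330 members were below 0 in the respective genotypes. These are the 2 efficiency calls that fry also made. Ribosomal protein genes were called lower in efficiency by camera in Rpl5+/- (median -0.20, adjusted p 4.29e-15), H137Y (-0.22, 1.42e-06) and Rpl22-/- (-0.10, 0.000864), and fry did not pass in any of them (0.352, 0.325 and 0.967).

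Of the further genes fixed in advance, Bcl2 (ENSMUSG00000057329) was lower in both Rps15 genotypes, with all 3 clones below all 3 WT clones at both levels. Its RNA was at 326 ± 89.7 CPM in P131S (log2 change -0.57, SE 0.17, adjusted p 0.00992) and 292 ± 69 in H137Y (-0.72, SE 0.17, adjusted p 0.0024) against 471 ± 21.9 in WT. The P131S call in RNA was lost without clone 20 (-0.32) and with only the 2 groups fitted (-0.57). Bcl2 footprints were at 85.4 ± 29.4 CPM in P131S (log2 change -1.0, SE 0.19, adjusted p 0.00102) and 72.2 ± 11.1 in H137Y (-1.20, SE 0.20, adjusted p 0.00046) against 164 ± 25.1 in WT. Lower Bcl2 was not limited to these genotypes. All 3 clones were below all 3 WT clones at both levels in Rpl5+/- (320 CPM of RNA, log2 change -0.56, and 113 of footprints, -0.53), in Rpl22-/- (317 CPM, -0.57, and 111, -0.56) and in Rpl10 R98S (407.5 CPM, -0.21, and 115.5, -0.50), none of which passed the threshold. Psph (ENSMUSG00000029446) was lower in P131S in RNA (4.79 ± 0.656 against 6.83 ± 0.481 CPM, log2 change -0.53, SE 0.15, adjusted p 0.00602, below WT in 3 of 3 clones) and in footprints (0.869 against 2.09 CPM, -1.59, SE 0.50, adjusted p 0.0303). The footprint call was lost in 5 of the 6 fits that left out 1 clone, with a change of -0.86 without clone 20. Mdm2 (ENSMUSG00000020184) footprints were lower in P131S (20.8 against 30.5 CPM, -0.56, SE 0.19, adjusted p 0.0429) and in H137Y (18.7 ± 4.88 CPM, -0.68, SE 0.20, adjusted p 0.0278), below WT in 3 of 3 clones each. These calls were lost in 6 and 5 of the 6 fits that left out 1 clone, with changes between -0.56 and -0.49 and between -0.85 and -0.50. Rpl22l1 footprints were higher in Rpl10 R98S (595.5 ± 36.9 against 407 ± 15.6 CPM, 0.55, SE 0.13, adjusted p 0.0311), and each of the 6 such fits lost the call, with changes between 0.52 and 0.60. Cdkn1a and Mdm4 were called in no comparison with WT at any level.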

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

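All tests of single clones, depth and scaling for the differences between the Rps15 mutations were planned before those results were seen, and none was chosen after. The mutations P131S and H137Y, both compared with the same WT clones, changed gene expression to different extents by a direct test of 1 mutation against the other, and that difference is what brought these results here. The test called 3270 genes at the RNA-seq level, 653 at the footprint level and 98 in translational efficiency.

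At the RNA-seq level the tables argue against 1 deviating clone as the cause of the 3270 calls, since leaving out P131S clone 20, the clone with the largest effect, still left 2282. Unequal library depth is argued against by thinning all libraries to the same total, which left 2627, and library scaling by median-of-ratios factors, which gave 3276. Of the 10 splits of the 6 clones, only the real one gave as many genes, so the number as large is 1, and the highest of the other 9 gave 861. With 10 splits that share cannot fall under 0.1, so a grouping by chance cannot be told apart from an effect of the mutation by this count alone.

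At the footprint level the same tests gave 332 genes without H137Y clone 2 (333 without P131S clone 20 and 408 without P131S clone 63), 584 after thinning and 643 under median-of-ratios factors, each of which argues against its explanation as the whole cause. The real split was again the only 1 of 10 with a result as large, and the highest of the others gave 26 genes. In translational efficiency the counts were 34 without P131S clone 20, 63 after thinning and 90 under median-of-ratios factors. Fits that use the pairing of RNA and footprints gave 208 with the clone as a block and 76 with per-clone log ratios. The real split was the only 1 of 10 with as many genes as its 98, and the highest of the others gave 18. In both cases the number of splits keeps a grouping by chance open.

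A difference in what the mutations do is therefore 1 candidate explanation beside a difference between clones, and these data cannot separate them, because each mutation is present in 3 clones only and clones that share a mutation may also share ancestry that the labels do not give. Fitting only the 6 Rps15 clones lowered the counts to 370, 53 and 22. In that fit the spread between clones is estimated from the Rps15 clones alone, and that spread was the widest of the panel in RNA (median SD 0.138 and 0.14 log2 CPM).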

How the results depend on the processing

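Tests with limma-trend, the set test with the clone as a block and the set tests without 1 mutant clone were chosen after the data were seen, and the other alternatives were planned. The DESeq2 Wald test, listed in advance, was not run, for the reason given for the planned main test. Fits that leave out a clone assume that the 2 clones left in a group vary like those of the other groups.

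Of the counts of called genes, 74 values under another scaling, filter, test, block or set of libraries stayed within 1.5 times the count reported and 52 did not, and of those that leave out 1 clone 56 did and 106 did not. For the edited genes, 93 values kept direction and side of the threshold and 110 did so with a clone left out. Under the former settings 1 value reversed, 2 newly passed and 2 no longer passed, and with a clone left out these were 5, 2 and 9. Of the named genes, 199 calls were kept and 29 lost under the former settings and 224 kept and 76 lost with a clone left out, and no direction reversed. The calls of Memo1, Phf23, Arrdc3 and Fth1 in efficiency, of Socs1, Cstdc5, Dmpk and Nupr1 in RNA, of Extl1 in footprints and of Bcl2 in H137Y were kept in every setting run.

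Among alternatives that keep all clones, fitting only the 2 groups compared moved the RNA counts most: Rpl5+/- to 1857 (50.5% higher against 60.9%), Rpl11+/- to 801, Rpl22+/- to 1225 (37.6% higher against 24.1%), Rpl22-/- to 1513 (36.7% against 25.3%), Rpl10 R98S to 4299, Rpl22-/- against Rpl22+/- to 2 and P131S against H137Y to 370 (33.8% against 50.6%). In footprints it gave Rpl5+/- 0, Rpl11+/- 5 (60% against 43.2%), Rpl22-/- 59, Rpl10 R98S 721, Rpl22-/- against Rpl22+/- 5 and P131S against H137Y 53 (30.2% against 52.7%). In efficiency it gave Rpl5+/- 9, Rpl11+/- 2, Rpl22-/- 13, Rpl10 R98S 129, P131S 329, H137Y 229, Rpl22-/- against Rpl22+/- 10 (50% against 100%) and P131S against H137Y 22 (50% against 62.2%). It lost the footprint calls of Rpl5 in Rpl5+/- (-0.85) and of Rpl22 in Rpl22-/- (-2.33) and made one of Rpl22 in Rpl22+/- (-0.77). The spread is then estimated from 6 libraries in place of 24, which changes every test by construction. In RNA the counts against WT rose for genotypes with a small spread between clones (median SD 0.067 to 0.084). They fell for Rpl11+/- (0.126), P131S (0.138) and H137Y (0.14), as did the count between the Rps15 mutations. The order of Rpl11+/- and Rpl5+/- thus depends on how the spread is estimated. Whether the spread accounts for each change was not tested.

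Without the count filter, footprint counts were 18 in Rpl5+/- (61.1% higher against 0%), 72 in Rpl11+/- (54.2%), 9545 in Rpl22+/- (93.1% against 62.5%) and 10180 in Rpl22-/- against Rpl22+/-. Efficiency counts were 18 in Rpl5+/-, 1 in Rpl11+/-, 9216 in Rpl22+/- (96.3% against 44.4%), 11 in Rpl22-/- (36.4% against 60%) and 12902 in Rpl22-/- against Rpl22+/- (2.7% against 100%). Of the 4 large counts, 8655, 9393, 8674 and 12257 genes were ones the filter removes, and 890, 787, 542 and 645 were ones it keeps, against 24, 0, 9 and 2 with the filter. Why calls on kept genes rose was not tested. The RNA count of Rpl5+/- was 56 (75% higher), and the cause was not tested.

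With limma-trend the count for Rpl22-/- against Rpl22+/- was 1 in RNA, 2 in footprints and 1 in efficiency (0% higher against 100%). Footprint counts were 3 in Rpl5+/- (66.7%), 17 in Rpl11+/- (76.5%), 61 in Rpl22+/- (49.2%) and 19 in Rpl22-/-, and efficiency counts 1 in Rpl5+/-, 1 in Rpl22+/- (100% higher against 44.4%) and 4 in Rpl22-/- (75%). Median-of-ratios factors gave 2 footprint calls in Rpl5+/- (50% higher). The cause was not tested for any of these.

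With the clone as a block, which uses the pairing of RNA and footprints, efficiency counts were 102 in Rpl10 R98S, 1043 in P131S (39.5% higher against 28.3%), 823 in H137Y (33.8% against 21.5%), 208 in P131S against H137Y, 12 in Rpl22-/-, 6 in Rpl22+/- (100% higher against 44.4%) and 1 in Rpl22-/- against Rpl22+/- (0% against 100%). The block made a call of Rpl22 in Rpl22-/- (-1.62) and turned the sign of Rpl10 in Rpl10 R98S (0.01), and it changed no other call of an edited gene. Per-clone log ratios, which use the pairing as well, gave 1 in Rpl5+/-, 1 in Rpl22+/- (100%), 0 in Rpl22-/-, 22 in Rpl10 R98S, 1 in Rpl22-/- against Rpl22+/- (0%), 644 in P131S (42.2%) and 481 in H137Y (34.1%). Under the block 11 list tests passed in place of 10, with 9 in both. ATF4 targets in Rpl5+/- and P131S were gained (upward) and zinc-finger genes in Rpl22+/- were lost. The cause of these changes was not tested.

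Fry passed 17 list tests in RNA, 17 in footprints and 2 in efficiency in place of 35, 32 and 10, and camera with an estimated correlation 0, 0 and 0, where the wider variance allowed for correlated members is part of the test. Correlations between the Rps15 mutations over genes of at least 10 CPM were 0.76, 0.70 and 0.62, against 0.72, 0.60 and 0.51, and Spearman's rho in RNA was 0.68. The cause was not tested.

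Leaving out 1 clone gave, in RNA, 1 to 8 genes in Rpl5+/-, 672 to 2286 in Rpl11+/-, 242 to 421 in Rpl22+/-, 305 to 411 in Rpl22-/-, 800 to 1266 in Rpl10 R98S, 4957 to 5964 in P131S, 4360 to 5583 in H137Y, 0 to 1 in Rpl22-/- against Rpl22+/- and 2282 to 3816 in P131S against H137Y. In footprints the counts in that order were 0 to 3, 3 to 266, 4 to 42, 9 to 17, 66 to 243, 1791 to 2932, 1172 to 1739, 0 to 34 and 332 to 816. In efficiency they were 0 to 2, 0 to 5, 0 to 148, 0 to 2, 20 to 30, 213 to 460, 199 to 445, 0 to 142 and 34 to 134. Over all 24 clones left out in turn, list tests passed numbered 32 to 36, 29 to 37 and 9 to 13. Without 1 of the WT or Rps15 clones the correlations lay between 0.67 and 0.74, 0.54 and 0.65, and 0.44 and 0.59. Fewer clones give a test less power by construction, and why some counts rose was not tested.

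With 1 clone left out, the log2 change of Rpl5 in Rpl5+/- lay between -0.59 and -0.57 in RNA, -0.91 and -0.78 in footprints and -0.34 and -0.19 in efficiency. Rpl11 in Rpl11+/- lay between -0.69 and -0.60, -0.54 and -0.37, and 0.11 and 0.24. Rpl22 lay between -0.50 and -0.45, -0.82 and -0.70, and -0.36 and -0.24 in Rpl22+/-, and between -0.72 and -0.45, -3.11 and -1.84, and -2.37 and -1.31 in Rpl22-/-. Rpl10 in Rpl10 R98S lay between -0.12 and -0.08, -0.60 and 0.23, and -0.51 and 0.35, with a sign that turned without clone A30 in footprints (0.23) and efficiency (0.35). Rps15 in H137Y lay between -0.77 and -0.18, -0.87 and -0.43, and -0.31 and -0.04. In P131S it lay between -0.17 and 0.38, -0.57 and 0.22, and -0.41 and -0.05, with a sign that turned without clone 63 (-0.12) or 20 (-0.17) in RNA and without clone 24 in footprints (0.22). The cause was not tested.

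The smallest footprint library, in Rpl22+/-, holds 15598994 counts. Thinned to the smallest total, the libraries gave 17 footprint calls in Rpl22-/- in place of 38, and 58 in Rpl22+/- in place of 24, with 38 in efficiency in place of 9. For Rpl22-/- against Rpl22+/- they gave 5 footprint calls in place of 0 and 12 efficiency calls in place of 2. The cause of these rises was not tested. Efficiency calls were 466 and 434 in P131S and H137Y in place of 640 and 525.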

Other observations

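Tests chosen only after the result was seen were those on Rpl22-/- clone 30, on runs of neighbouring genes, on depth and distinct fragments for the zinc-finger genes, on the ubiquitin ligase list, on genes higher in all Rps15 clones and on a displaced WT group, while the splits of the clones, the tests of more genes lower than higher in efficiency and the matched lists for zinc-finger genes were planned.

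Every count of called genes was set beside the other 9 splits of the same 6 clones. In RNA the real split gave the most genes for Rpl5+/- (115, highest other 0), Rpl11+/- (1596, other 1), Rpl22+/- (555, other 0), Rpl22-/- (655, other 1), Rpl10 R98S (1711, other 0), P131S (6043, other 1) and H137Y (5310, other 1), so that the number of splits with as many genes was 1 for each. It was also 1 in footprints for Rpl11+/- (37, other 1), Rpl22+/- (24, other 1), Rpl22-/- (38, other 0), Rpl10 R98S (397, other 0), P131S (3096, other 0) and H137Y (2099, other 1), and in efficiency for Rpl22+/- (9, other 4), Rpl22-/- (5, other 1), Rpl10 R98S (57, other 1), P131S (640, other 1) and H137Y (525, other 2). The real split did not stand out for the footprint count of Rpl5+/- (2 of 10 splits as large) or for the efficiency counts of Rpl5+/- and Rpl11+/- (10 of 10 each, since the real counts are 0). For Rpl22-/- against Rpl22+/-, 10 of 10 splits were as large in RNA and in footprints and 3 of 10 in efficiency. With 10 splits the share cannot fall under 0.1, so the number of splits alone does not decide against a grouping by chance for any count. For the large counts the sizes are far apart, with at most 2 calls for P131S or H137Y against WT under any other split, and at most 2 calls per simulated panel without a change. However, every other split mixes clones of both labels, so a large difference of any source widens the spread within groups and keeps its count low. The panels draw each gene separately, with the same spread for all genotypes. Neither figure can therefore tell an effect of the mutation from a difference between clones.

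Rpl22-/- clone 30 had 1544 CPM of Rpl22 footprints where the other 2 clones of that label had 274 and 317. An exchange with a heterozygous clone is argued against, because no Rpl22+/- clone was low (the lowest had 1428 CPM). A heterozygous clone under a homozygous label stays open, and so does an edit that leaves a footprinted reading frame. Its log2 ratio of footprints to RNA was 1.09, within the 1.04 to 1.26 of the heterozygous clones and apart from -0.89 and -1.06 in the other homozygous clones. Its Rpl22l1 RNA, at 812.7 CPM, was however among the values of the homozygous clones (712.6 and 777.8) and not of the heterozygous ones (562 to 635), so the label and the alternative cannot be told apart from these libraries.

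Clones can differ by segments of chromosomes, so deviations from each gene's median over the 24 clones were followed along 7108 genes in their annotated order, in windows of 100 genes. Of 12960 windows by clones, 30 passed a median shift of 0.2 on the log2 scale in RNA, and all 30 had the same sign in footprints. They fell into 2 runs. In Rpl11+/- clone 22 all 252 placed genes of 1 chromosome, from Gdi2 to Zfp131, had a median of -0.30 in RNA, where the other clones lay between -0.01 and 0.08. In Rpl22+/- clone 60 a run of 216 of the 406 placed genes of another chromosome, from Atg4b to Cr1l, had a median of 0.29, against -0.04 to 0.02 in the other clones. A fault of the RNA library is argued against in both, because the footprint libraries showed shifts of -0.3 and 0.21 over the same genes. An altered copy number of these segments is a candidate explanation that those values go with. The shifted genes made up few of the calls: 47 of the 1596 calls in Rpl11+/- and 11 of the 555 in Rpl22+/-. Without clone 22 the Rpl11+/- count was 672, with 12 calls in the run, so the run itself does not account for the change in that count.

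More genes were lower than higher in translational efficiency in both Rps15 genotypes, 71.7% of those called in P131S and 78.5% in H137Y. Genes with few footprints are argued against as the whole cause, because the share was 68.3% and 73.8% among genes with a mean of at least 10 footprint CPM. Library scaling alone is argued against as the whole cause by shares of 65.4% and 71.1% under median-of-ratios factors. Ignoring which libraries share a clone is argued against as the whole cause by shares of 60.5% and 66.2% with the clone as a block. Each of these lowered the share, and with the block and the footprint limit together it was 57% and 62%. Median-of-ratios factors were not combined with those settings, so whether all of them together account for the share stays open. With the block the lower calls rose, from 459 to 631 and from 412 to 545, so the smaller share there came from more calls in the other direction.

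Zinc-finger protein genes were lower in translational efficiency in both Rps15 genotypes. Low expression of the list is argued against, because 0 percent of 10000 random lists matched for RNA and footprint level had a median as low as -0.36 in P131S, and 0 percent one as low as -0.40 in H137Y, with typical random medians of -0.09 and -0.11. Smaller medians below matched lists (0% as low) were seen in Rpl11+/- (-0.07), Rpl22+/- (-0.19) and Rpl10 R98S (-0.19) too. Random lists do not take the spread between clones into account. In Rpl11+/- neither camera (adjusted p 0.2) nor fry (0.967) called the list in efficiency. In Rpl22+/- and Rpl10 R98S camera called it and fry did not (0.388 and 0.342). With another genotype in place of WT as the reference, the medians in P131S and H137Y were -0.35 and -0.28 against Rpl5+/-, -0.27 and -0.31 against Rpl11+/-, -0.36 and -0.33 against Rpl22-/-, -0.15 and -0.20 against Rpl22+/-, and -0.13 and -0.12 against Rpl10 R98S. Single clones overlapped other genotypes: the median log2 ratio of footprints to RNA over the list was -1.14 to -0.78 in P131S and -1.05 to -0.90 in H137Y, against -0.74 to -0.62 in WT, -0.89 to -0.87 in Rpl10 R98S and -1.09 to -0.71 in Rpl22+/-. Unequal library depth is argued against by medians of -0.38 and -0.41 in libraries thinned to equal totals. Few distinct fragments in the footprint libraries, which would leave rarely translated genes without a count, is argued against by the 88 members with a mean of at least 10 footprint CPM, where the medians were -0.25 and -0.27 and 0% of matched lists were as low. At that level Rpl22+/- and Rpl11+/- showed no decrease beyond matched lists (40.16% and 20% as low), while Rpl10 R98S did (-0.12, 0.09% as low). GC content, gene length and codon usage, on which such genes differ from others, are not analysed here, so a lower yield of footprints from these messages stays as open as a change in their translation that the Rps15 mutations may bring.

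Zeros in the footprint libraries were counted over 11218 genes with a median of at least 1 CPM. Rpl22+/- clone 60 had 432 such genes without a single count and clone 13 had 69, against 16 in clone 16. H137Y clones 6 and 2 had 123 and 66, P131S clones 20 and 24 had 103 and 64, and WT clones had 18 to 36. The RNA libraries had 1 to 10. The efficiency call of Zbtb39 between the Rpl22 genotypes rests on such zeros in clones 13 and 60. No biological explanation was tested for these zeros.

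Ubiquitin ligase genes were tried as a further family, because several were among the genes with lower efficiency in the Rps15 clones. The median over 197 genes was -0.04 in both genotypes, 55.83% and 79.48% of matched lists were as low in P131S and H137Y, and 103 and 100 members were below 0. The called members were all lower, 15 in P131S and 14 in H137Y. The family was picked from genes already called lower, and its medians were still no lower than the random medians of -0.05 in P131S and -0.06 in H137Y. These values argue against a decrease shared by the family as a whole. A decrease of part of the family stays open.

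Genes whose lowest value over the 6 Rps15 clones was more than 4 times the highest value in any other clone were sought in RNA, with Ms4a3, Cstdc5 and Stfa1 found (lowest Rps15 clone 13.9, 152 and 48.5 CPM, highest other clone 2.39, 31.2 and 6.44). These are known from myeloid cells, so cells of another type in the cultures may be the source. Of 9 abundant neutrophil transcripts listed for this test, 7 reached 1 CPM in all 6 Rps15 RNA libraries, while Camp and Retnlg stayed at or under 0.317 and 0.32 CPM. The cell line expresses some of them anyway, as S100a8, S100a9 and Ngp reached 121, 192 and 92.2 CPM in a clone of another genotype. In the Rps15 clones they lay between 174 and 982, 255 and 1460, and 71.6 and 1130 CPM. Both transcripts near 0 are unlike mature neutrophils, but 2 genes near the detection limit do not decide, so a change of expression within the Ba/F3 cells and a small share of other cells cannot be told apart here. A separate parental stock of the Rps15 clones would add genes switched on or off in all 6 clones. Under a strict rule there were 0 such genes, and the same 0 for the other pairs of genotypes, so the test was void and the explanation stays open, as the labels do not give the ancestry of clones.

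A displaced WT group would make many genes appear changed in every genotype. As the whole cause of the large Rps15 counts this is argued against by other references. Against the 5 other mutant genotypes 4274 to 4858 genes were called in P131S and 3542 to 4637 in H137Y, the lowest being 66.7% of the count against WT. A smaller displacement stays open. All 10 counts were below those against WT, and the 3 WT clones had the lowest values on the first component in RNA (-20.4 to -12.1). Genes that differed between 1 group and each of the 7 others in the same direction numbered 13 for WT, 827 for P131S, 698 for H137Y, 141 for Rpl10 R98S, 2 for Rpl5+/- and Rpl11+/- each, and 0 for both Rpl22 genotypes. For WT that number cannot exceed the 115 calls of Rpl5+/-, so it does not decide.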
